# Serine protease PRSS23 drives gastric cancer by enhancing tumor associated macrophage infiltration *via* FGF2

**DOI:** 10.3389/fimmu.2022.955841

**Published:** 2022-09-15

**Authors:** Shanshan Qin, Zidi Wang, Congcong Huang, Pan Huang, Dandan Li

**Keywords:** serine protease PRSS23, FGF2, macrophage infiltration, TAM, gastric cancer

## Abstract

Serine proteases has been considered to be closely associated with the inflammatory response and tumor progression. As a novel serine protease, the biological function of PRSS23 is rarely studied in cancers. In this study, the prognostic significance of PRSS23 was analyzed in two-independent gastric cancer (GC) cohorts. PRSS23 overexpression was clinically correlated with poor prognosis and macrophage infiltration of GC patients. Loss-of-function study verified that PRSS23 plays oncogenic role in GC. RNA-seq, qRT-PCR, western blotting and ELISA assay confirmed that serine protease PRSS23 positively regulated FGF2 expression and secretion. Single-cell analysis and gene expression correlation analysis showed that PRSS23 and FGF2 were high expressed in fibroblasts, and highly co-expressed with the biomarkers of tumor associated macrophages (TAMs), cancer-associated fibroblasts (CAFs) and mesenchymal cells. Functional analysis confirmed PRSS23/FGF2 was required for TAM infiltration. Rescue assay further verified that PRSS23 promotes GC progression and TAM infiltration through FGF2. Survival analysis showed that high infiltration of M1-macrophage predicted favorable prognosis, while high infiltration level of M2-macrophage predicted poor prognosis in GC. Our finding highlights that PRSS23 promotes TAM infiltration through regulating FGF2 expression and secretion, thereby resulting in a poor prognosis.

## Introduction

Gastric cancer (GC) is a heterogeneous tumor with the third highest mortality rate worldwide (1). There are about 1.089 million new cases of gastric cancer worldwide in 2020, of which about 478,508 cases occurred in China (2, 3). Though current treatments for patients have been greatly improved, the prognosis remains unoptimistic to date due to the inconvenience of early diagnosis of GC (4). Besides, the molecular mechanisms underlying GC progression remain unclear (5–8). Hence, it is urgent and necessary to explore novel potential biomarkers and their molecular mechanisms to better understand the pathophysiology of gastric malignancies.

Serine proteases play critical roles in the digestion, blood coagulation fertilization, fibrinolysis, cell apoptosis and differentiation, angiogenesis (9). Recently, emerging evidence have showed that serine proteases play essential roles in tumor progression. For examples, Serine protease PRSS8 suppresses colorectal carcinogenesis and metastasis by inhibiting epithelial mesenchymal transition (EMT) signaling (10, 11). Serine protease PRSS3 was found to function as an oncogene in stomach cancer, lung cancer and colon cancer (12–14). However, as a conserved member of the trypsin family of serine proteases (15), the biological function of serine protease PRSS23 remains largely unknown in cancers.

Tumor-associated macrophages (TAMs) have been reported to be independent prognostic biomarker in cancers, including GC (16–18). Increasing studies have reported that TAMs exert pro-tumor effects by inhibiting antitumor immune responses (19). TAMs closely resemble the M2-macrophages, both of which highly express classic biomarkers of M2 macrophage, such as CD163, MSR1, and MRC1 (20–22). Fibroblast growth factor 2 (FGF2), secreted by cancer-associated fibroblast (CAFs), was reported to be required for tumor cell growth in lung cancer (23). Recently, multiple independent studies have reported a critical role of FGF2 in TAM infiltration, which implied a pro-tumor role of FGF2 in tumor progression (24–26).

In this study, a novel role of serine protease PRSS23 in immune infiltration was disclosed in GC. PRSS23 overexpression was positively associated with poor prognosis and macrophage infiltration in GC. PRSS23 functions as an oncogene in GC by enhancing tumor associated macrophage infiltration *via* FGF2. Our data highlights that the upregulation of PRSS23/FGF2 may be critical for macrophage infiltration in pan-cancer.

## Materials and methods

### Prognostic analysis and single-cell analysis

The gene expression profile of GSE62254 used in this study was downloaded from the Gene Expression Omnibus (GEO) in the NCBI web server. The clinical information of GC patients from GSE62254 cohort was download as descripted previously (27). The gene expression data and the clinical information of GC patients were obtained from the Cancer Genome Atlas (TCGA) database. Expression level of per gene was calculated from log2 of FPKM-UQ value. Single-cell analysis used in this study was obtained from the Human Protein Atlas (HPA) dataset (https://www.proteinatlas.org/).

### Immune infiltration analysis

The TIMER database can used to estimate the immune infiltration levels of B cells, CD4+ T cells, CD8+ T cells, Neutrophils, Macrophages and Dendritic cells. The CIBERSORT method can used to estimate the immune infiltration of 24 immune cell types. The quanTIseq method can used to estimate the immune infiltration of 10 immune cell types, including M1 and M2 macrophages. These algorithms provide powerful correlation analysis and survival analysis regarding different types of immune cells. The gene module allows users to select any gene of interest and visualize the correlation of its expression with immune infiltration level in diverse cancer types. The survival module allows users to explore the clinical relevance of one or more tumor immune subsets, with the flexibility to correct for multiple covariates in a multivariable Cox proportional hazard model. The gene expression level in different immune cell types between stomach cancer and normal stomach tissues was analyzed using GEPIA 2021 web tool.

### Cell culture and cell transfection

For cell culture, all cell lines used in this study were cultured in DMEM medium containing 10% fetal bovine serum (FBS) at 37 °C in 5% CO_2_. The siRNAs targeting PRSS23 were purchased from Genepharma (Shanghai, China). 

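PRSS23 (ENSG00000150687), which encodes a secreted serine protease, lies on chromosome 11 of GRCh38 from 86791059 to 86952910 on the plus strand. The target of siRNA#1, written as DNA, is GCGGCAGATTTATGGCTAT. It occupies bases 86808024 to 86808042, in the coding sequence within exon 2 of the 2 exons of the main transcript (4015 bases), and it is also present in the coding sequence of a shorter transcript of 613 bases. With 20 bases on each side, the sequence is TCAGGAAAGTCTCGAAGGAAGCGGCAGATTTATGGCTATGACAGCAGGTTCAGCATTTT. The target of siRNA#2 is CCAGATTTGCTATTGGATT, at bases 86808744 to 86808762, further downstream in the coding sequence of the same exon of the main transcript only. With its flanks it reads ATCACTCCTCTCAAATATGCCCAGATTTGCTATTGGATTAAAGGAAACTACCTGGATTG. Each target matched PRSS23 over all 19 bases in GENCODE release 29. The longest run shared with transcripts of any other gene was 15 bases. For siRNA#1 these genes were ZNF479, ZNF679, ZNF716, ZNF733P and ZNF735, whose counts in AGS cells were too low to be tested. For siRNA#2, IGF2R and PUS7L carried such a run in the antisense direction. The 7-base match to the seed of the guide strand (bases 2 to 8, through which siRNAs can also act on other mRNAs) is ATGGCTA for siRNA#1 and ATTGGAT for siRNA#2.

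**Figure D1:**
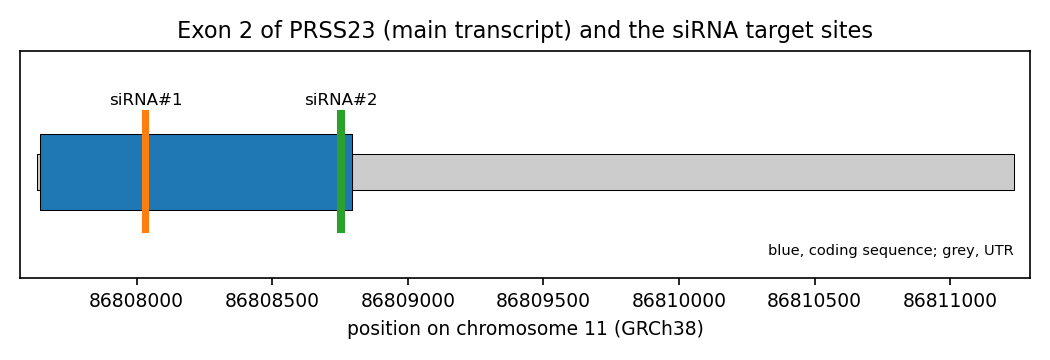
Map of exon 2 of PRSS23 in its main transcript along chromosome 11 of GRCh38, with the coding sequence in blue and the untranslated parts in grey. The siRNA#1 site (86808024 to 86808042) and the siRNA#2 site (86808744 to 86808762) both lie in the coding sequence, upstream of the 3' UTR.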

The sequence of 2 siRNAs targeting PRSS23 were listed as follows. siRNA#1: 5’-GCGGCAGAUUUAUGGCUAUTT-3’, siRNA#2: 5’-CCAGAUUUGCUAUUGGAUUTT-3’. For cell transfection, the GC cells were plated into a six-well plate. After the cell density reaches 30-50% the next day, siRNAs were transfected into GC cells using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions.

### THP-1-derived TAMs

THP-1 cells were used to induce TAMs *in vitro* as described previously (28–30). Briefly, macrophages were induced from THP-1 cells by treatment with PMA (Sigma, 100 ng/mL) for 24 hours. Then, these THP-1 derived macrophages were re-placed into a six-well transwell plate. At the same time, HGC-27 cells were cultured as usually on the 0.4-μm porous membrane of upper chamber. After 24 hours, we co-cultured HGC-27 cells with THP-1-derived macrophages. Then 48 hours later, macrophages were collected for RNA extraction and other experiments.

### Quantitative RT-PCR assay

At 48 hours post-transfection, GC cells were directly harvested using Trizol reagent (Invitrogen, USA) and the total RNA was extracted according to the manufacturer’s instructions. The contaminated gDNA in total RNA was removed using RNase-free DNase I (Roche) for 20 minutes (31). cDNA was obtained using the PrimeScript™ RT reagent Kit (Perfect Real Time, Takara). The qPCR analysis was performed on Bio-Rad CFX Manager 3.1 real-time PCR system. The specific primers used in this study were synthesized by Wcgene Biotech (Shanghai, China). FGF2-F: 5’-GAAAAGGCAAGATGCAGGAG-3’, FGF2-R: 5’-ACGTGAGAGCAGAGCATGTG-3’; PRSS23-F: 5’-GGGGGATTTTCTGCTTGTCT-3’, PRSS23-R: 5’- TGGAGACCTCCCTTCTTCCT-3’; ACTIN-F: 5’-ATCGTCCACCGCAAATGCTTCTA-3’, ACTIN-R: 5’-AGCCATGCCAATCTCATCTTGTT-3’ 2 ^–∆∆Ct^ method was used to determine gene expression quantification.

### Western blotting assay

The western blotting assay was performed as previously described (1). In brief, after 72h transfected with siRNAs, GC cells were lysed in RIPA buffer added 1 mM PMSF. Approximately 100 μg of total protein was electrophoresed through 10% SDS polyacrylamide gels and were then transferred to a PVDF membrane (Millipone). The FGF2 antibody (A11488) and PRSS23 (A17092) antibody was purchased from Abclonal company (Wuhan, China).

### RNA sequencing

After transfection of 2 siRNAs targeting PRSS23 in AGS cells, total RNA was extracted and send to Lifegenes company (Shanghai, China) to perform RNA sequencing. A total amount of 1.5 µg RNA per sample was used as input material for the RNA sample preparations. The RNA-seq data used in this study was uploaded in the GEO dataset (GSE204725).

### Statistical analysis

The P values for PRSS23 expression analysis of different subtypes of GC were estimated using Mann–Whitney nonparametric test. The P values of survival curves were analyzed using the log-rank test. Pearson correlation analysis was used for the correlation test of the two groups of data. For quantitative RT-PCR, the P values were analyzed using ANOVA. P < 0.05 considered statistically significant.

## Results

### Serine protease PRSS23 overexpression predicts poor prognosis in GC

To reveal the biological function of PRSS23 in GC, we firstly analyzed its expression pattern in GC and normal stomach tissues. The Human Protein Atlas (HPA) contains large quantity of immunohistochemistry (IHC) images of different proteins in normal human tissues and cancer tissues (32). Therefore, we first evaluated the protein expression of PRSS23 in normal and cancer tissue of stomach using the HPA web tool (**Figure 1A**). The results showed that PRSS23 protein was mainly located in cytoplasmic and was relatively highly expressed in GC tissue compared to the normal stomach tissue. In addition, two independent GC cohort (GSE54129 and TCGA_STAD) containing normal tissues and cancer tissues were included into our study. The results showed that PRSS23 expression was also significantly upregulated in the GSE54129 cohort (**Figures 1B, C**).

**Figure 1:**
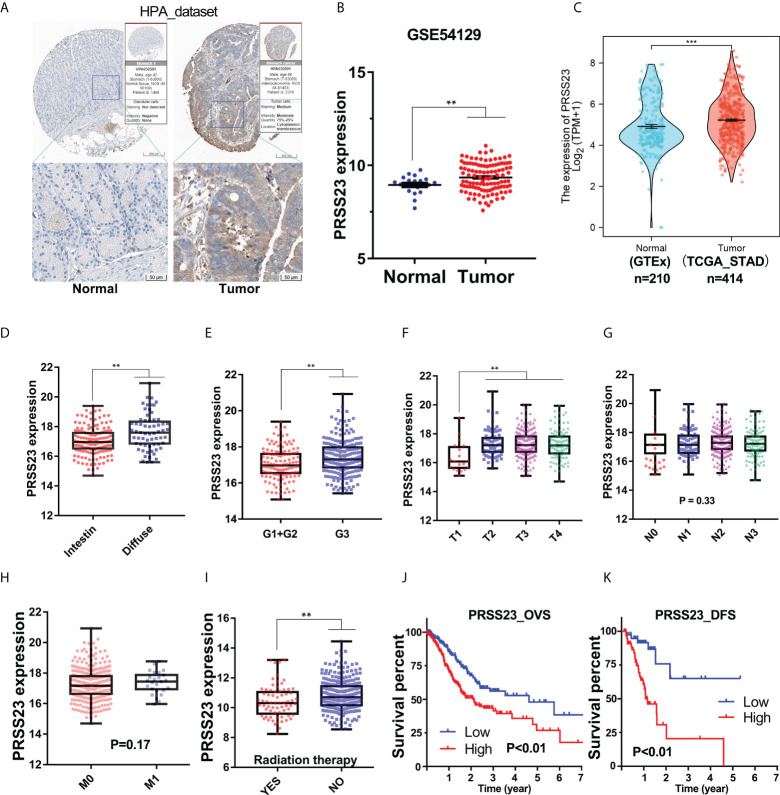
The clinical significance of PRSS23 overexpression was analyzed in the GC cohort from TCGA. **(A)** Differences in the immunostaining of PRSS23 between normal tissues and cancerous tissues in GC. **(B, C)** PRSS23 was overexpressed in cancerous tissues in the GSE54129 and TCGA_STAD cohort. **(D)** Differences in PRSS23 expression between intestinal and diffuse tissues of GC. **(E)** PRSS23 expression in GC tissues with different differentiation stages. **(F–H)** PRSS23 expression level in different TNM-stages of GC tissues. **(I)** PRSS23 was lowly expressed in GC patients with radiation therapy. **(J, K)**: PRSS23 overexpression predicted shorter overall survival time and disease-free survival time in GC. **, P < 0.01, ***, P < 0.001.

To understand the significance of PRSS23 overexpression in GC, we analyzed the prognostic value of PRSS23 in two independent GC cohort (TCGA_STAD and GSE62254). In the TCGA_STAD cohort, PRSS23 expression in diffuse GC tissues was higher than that in intestinal GC tissues (**Figure 1D**). Poorly differentiated GC tissues tended to have relatively high expression of PRSS23 (**Figure 1E**). Furthermore, PRSS23 expression level was positively correlated to T stages of GC patients (**Figure 1F**). However, there was no significant difference in the expression of PRSS23 in GC tissues with or without lymph node metastasis or distant metastasis (**Figures 1G, H**). In addition, we also noted that PRSS23 expression was significantly decreased in the GC patients with radiation therapy, compared to the GC patients without radiation therapy (**Figure 1I**). Survival analysis showed that PRSS23 overexpression predicted poor prognosis (**Figures 1J, K**).

Similarly, in GSE62254 cohort, PRSS23 was also relatively high expressed in the diffuse or MLH1+ GC tissues (**Figures 2A, B**). Furthermore, PRSS23 was positively correlated with the degree of malignancy in GC (**Figures 2C, D**), but has no significant changes in GC patients with different N/M stages (**Figures 2E, F**). Survival analysis in GSE62254 cohort also showed that PRSS23 predicted poor prognosis in GC (**Figures 2G, H**). Taken together, PRSS23 functions as an oncogene and can be served as a prognostic biomarker in GC.

**Figure 2:**
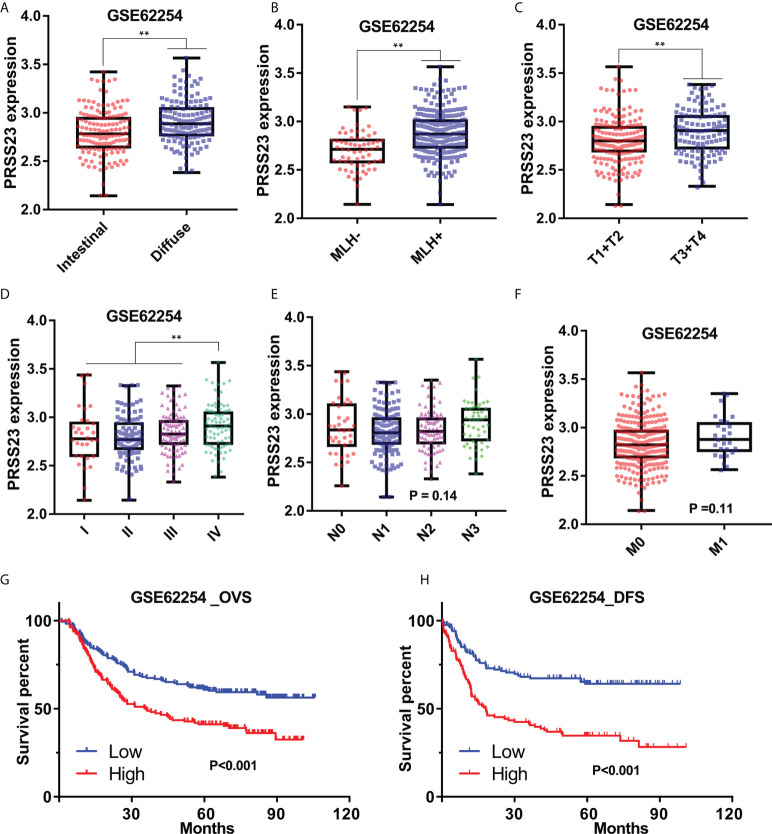
The prognostic significance of PRSS23 overexpression was analyzed in the GC cohort from GSE62254. **(A)** Differences in PRSS23 expression between intestinal and diffuse tissues of GC. **(B)** PRSS23 was highly expressed in GC patients with positive MLH1 expression. **(C–F)** PRSS23 expression level in different TNM-stages and Pathologic stages of GC tissues. **(G, H)** PRSS23 overexpression predicted shorter overall survival time and disease-free survival time in GC. **, P < 0.01.

### PRSS23 knockdown inhibits GC cell proliferation and invasion

Since clinical analysis implied an oncogenic role of PRSS23 in GC, we further validated the biological function of PRSS23 *in vitro*. Given PRSS23 was overexpressed in GC tissues, we hence considered performing loss-of-function study to verify the biological function of PRSS23 in GC. Firstly, we verified the RNA interference efficiency of PRSS23 depletion in GC cell lines by qPCR assay (**Figure 3A**). Next, the cell proliferation assay showed that PRSS23 depletion caused a strong inhibition of cell growth (**Figure 3B**). After knocking down PRSS23 expression for 72 hours in GC cell lines, we checked the cell morphology with an optical microscope. The results showed that PRSS23 knockdown significantly decreased the proliferation of GC cells (**Figure 3C**). At the same time, we also determined the effect of PRSS23 knockdown on the metastasis of GC cells. In the scratch wound healing assays, the migration of GC cells that silenced PRSS23 was significantly slower than that of control GC cells (**Figures 3D–F**). In transwell invasion assays, the numbers of GC cells that invaded through the Matrigel were decreased in the PRSS23 silencing group than the control group (**Figures 3G, H**). These data demonstrated a tumor-promoting role of PRSS23 in GC.

**Figure 3:**
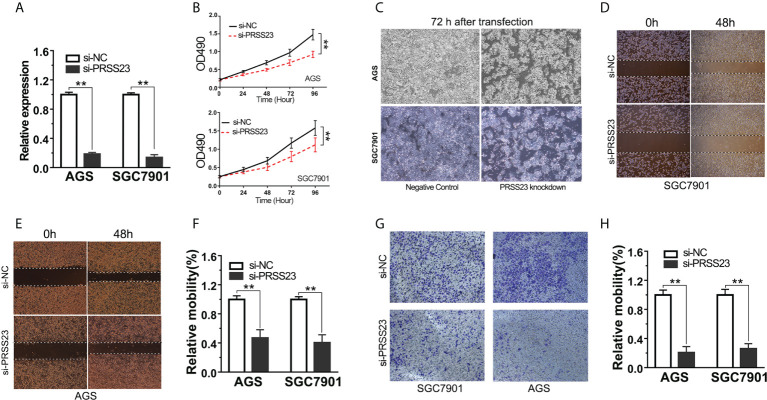
PRSS23 knockdown significantly decreased GC cell proliferation and invasion. **(A)** The efficiency of PRSS23 knockdown was determined in GC cell lines. **(B)** The effect of PRSS23 knockdown on GC cell growth was determined by MTT assay. **(C)** The morphology of gastric cancer cells after knockdown of PRSS23 for 72 hours. **(D, E)** Wound healing assays showed that PRSS23 knockdown inhibits GC cells migration. **(F)** The statistical data of the migrated cells. **(G)** The effects of PRSS23 knockdown on GC cells invasion were assessed by transwell assays. **(H)** The statistical data of the invasive cells. **, P < 0.01.

### PRSS23 is positively associated with macrophage infiltration

Increasing studies have reported that immunity infiltration level is an independent predictor of survival and sentinel lymph node status in cancers (33). In order to clarify the biological role PRSS23 in immune infiltration, two different algorithms, including TIMER (34) and CIBERSORT (35), were performed to analyze the RNA-seq data of GC samples from TCGA (**Figure 4A**). The TIMER method contains 6 immune cell types and the CIBERSORT method contains 24 immune cell types. The infiltration level of each immune cells was evaluated by the enrichment score calculated by TIMER and CIBERSORT. Then, the correlation between PRSS23 expression level and infiltration level of each immune cell was analyzed in GC. According to immune infiltration analysis by TIMER, PRSS23 was most associated with macrophage infiltration (**Figure 4B**). Likewise, immune infiltration analysis by CIBERSORT showed that PRSS23 was most associated with macrophage and NK cell infiltration (**Figure 4C**). Scatter plots for the correlation between PRSS23 and macrophage infiltration based on two algorithms are shown in **Figures 4D, E** respectively.

**Figure 4:**
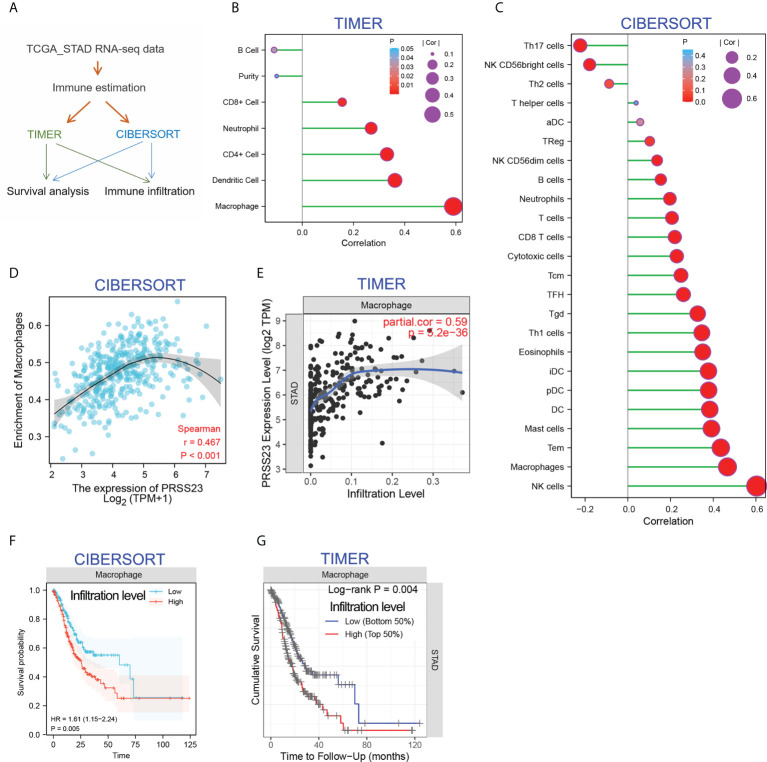
PRSS23 is associated with macrophage infiltration in GC. **(A)** Immune estimation analysis was conducted using two different methods. **(B, C)** The correlation between PRSS23 expression and immune infiltration was analyzed using TIMER and CIBERSORT methods. **(D, E)** The correlation between PRSS23 expression and macrophage infiltration was analyzed using TIMER and CIBERSORT methods. **(F**, **G)** Survival analysis using CIBERSORT or TIMER indicated that higher level of macrophage infiltration predicted poorer prognosis in GC.

Interestingly, after adjusting the clinical factors, both of the two algorithms indicated that GC patients with higher level of Macrophage infiltration tends to possess a shorter overall survival time (**Figures 4F, G**). These results suggested that PRSS23 may promote GC by affecting macrophage infiltration.

### PRSS23 knockdown decreased the expression level of FGF2 in GC

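AGS cells, a line established from a human gastric adenocarcinoma, were transfected with a negative control siRNA (si-NC) or with siRNA#1 or siRNA#2 against PRSS23, and 1 library of each was sequenced (3 libraries in all). PRSS23 was counted 3819 times in si-NC, 313 times under siRNA#1 and 513 times under siRNA#2. Its log2 fold against si-NC was −3.49 under siRNA#1 (95% exact counting interval −3.66 to −3.33) and −2.87 under siRNA#2 (−3.01 to −2.74). FZD4, a Wnt receptor gene on the opposite strand, shares 1399 exonic bases with PRSS23 and had 365, 262 and 239 counts in the same order. The library kit named in the labels (NEBNext Ultra) does not keep the strand of the RNA.
The total count was 15266504 in si-NC, 14872977 under siRNA#1 and 15011768 under siRNA#2, and 22640, 22210 and 23175 genes had a count. The sample labels give 50 nM siRNA and harvest 48 h after transfection. They give a plating density of 20 to 30% at transfection, whereas the paper gives 30 to 50%. The extraction text of the labels names siRNAs against ILF2 and ILF3 in place of PRSS23, while the treatment entries name PRSS23. The submitters' processing notes name HISAT2, HTSeq and DESeq2 with the build GRCh38, and the deposited table gives raw counts and FPKM for 51103 genes.
From the counts, log2 folds against si-NC were computed on CPM scaled by TMM, with a prior count of 2, for the 15775 genes that passed edgeR's expression filter (minimum count 10). These folds have no replicate check, and their intervals cover counting error only. A test was run on the 2 PRSS23-depleted libraries against si-NC with edgeR's quasi-likelihood method. Its spread comes from the differences between the siRNAs, with 1 residual degree of freedom, and is largely shared across genes. The lone si-NC library is assumed to vary alike. A gene's standard error therefore does not measure how closely the siRNAs agreed for that gene. ODC1, with folds of −1.09 and −1.07, had a standard error of 0.395, and NFKBIA, with −1.06 and −0.26, had 0.45.
The folds followed the GC content of the genes, in opposite directions. Across 11520 genes with a mean of at least 50 counts, the Spearman correlation of fold with GC content was −0.528 under siRNA#1 and 0.359 under siRNA#2. Genes are not independent replicates, and no p-value is given for these correlations. Mitochondrial mRNAs took 5.38% of the counts in si-NC, 6.86% under siRNA#1 and 5.04% under siRNA#2.

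**Figure D2:**
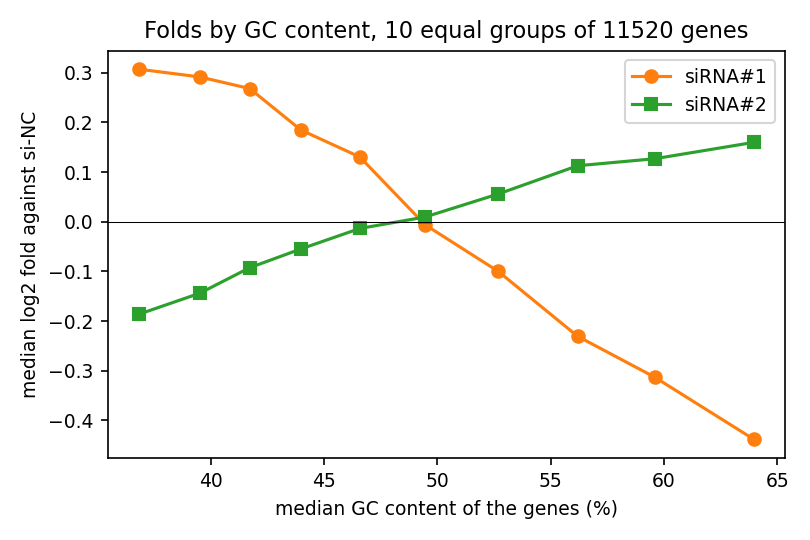
Median log2 fold against si-NC (vertical axis) in 10 equal groups of 11520 genes ordered by GC content in percent (horizontal axis), with 1 library per siRNA. Under siRNA#1 the median runs from 0.31 in the group of lowest GC content to −0.44 in the highest, and under siRNA#2 from −0.19 to 0.16.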

To figure out the molecular mechanism of PRSS23 in macrophage infiltration and GC progression, we conducted transcriptome sequencing studies (GSE204725) in GC cells between PRSS23-depleted group and control group. 

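Apart from PRSS23 itself, the gene lowest under both siRNAs was CRABP2, a cytosolic carrier of retinoic acid, with a log2 fold of −1.92 under siRNA#1 and −1.80 under siRNA#2, followed by RASD1, a Ras-related GTPase, with −3.89 and −1.75. SLC7A8, a neutral amino acid transporter, stood at −2.62 and −1.59, and CDKN1A, which encodes the cell cycle inhibitor p21, at −2.11 and −1.37. ODC1, the enzyme that opens polyamine synthesis, went from 15637 counts in si-NC to 6793 and 7327, a fold of −1.09 and −1.07. Among the highest, SLIT2, a secreted guidance protein, had 2.27 and 1.65, TPM4, a tropomyosin of the actin cytoskeleton, 1.71 and 1.56, and GANAB, a glucosidase that trims N-glycans in the endoplasmic reticulum, 1.22 and 1.48.
These genes were ranked by the fold nearer to 0 of the 2 siRNAs among genes with a mean of at least 50 counts, and the 12 at each end are named. The other low genes were EDN2, which encodes the vasoconstrictor endothelin-2, with −3.24 and −1.14, PLCH2, a phospholipase C, with −2.78 and −1.13, AKAP5, an anchor of protein kinase A, with −1.08 and −1.39, RNF223 with −1.57 and −1.09, and the transcribed pseudogenes FER1L4 with −1.81 and −1.42 and AP000769.1 with −1.80 and −1.16. On the high side, RYR2, a calcium release channel, had 1.86 and 1.29, EDN1, which encodes endothelin-1, 1.51 and 1.31, and CASP7, an executioner caspase, 1.21 and 1.21. ALDH1L2, a mitochondrial folate enzyme, had 1.23 and 1.20, MMP24, a membrane-bound metalloprotease, 1.76 and 1.27, and SP8, a zinc finger transcription factor, 1.33 and 1.42. The last 3 were LRRN2 with 1.24 and 1.44, FAM49A with 1.22 and 1.19 and the pseudogene ZNF702P with 2.17 and 1.42. MMP24 shares 799 exonic bases with the antisense gene MMP24OS, whose count went from 163 to 267 and 287, and reads of the pair were not separated by strand.
By edgeR's quasi-likelihood test over both siRNAs with Benjamini-Hochberg adjustment, RASD1 fell by 2.50 on the log2 scale (standard error 0.54, adjusted p = 0.030). SLC7A8 had a log2 fold change of −2.02 (standard error 0.47, adjusted p = 0.099, and 0.044 with a mean of at least 50 counts), CDKN1A −1.70 (0.44, adjusted p = 0.35) and TPM4 1.64 (0.43, adjusted p = 0.37) by edgeR. The RASD1 call was lost when libraries were scaled by total counts (edgeR adjusted p = 0.053), when the GC trend was removed (0.17), with no filter on low counts (0.98) and in a DESeq2 Wald test (1), a range of 0.0098 to 1 over all alternatives.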

After analysis of the RNA-seq data, genes with the most significant fold change in expression (log2FC>0.8) after PRSS23 knockdown are listed in the heatmap (**Figure 5A**). A total of 67 genes were downregulated and 38 genes were upregulated after knockdown of PRSS23 in GC. 

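Under both siRNAs, 338 genes had a log2 fold below −0.8 and 317 a fold above 0.8, of 15775 genes tested. Targets of the tumour suppressor p53 lay low. Of 23 such genes, 12 were below 0 under both siRNAs and none was above 0 under both. Their median fold was −0.52 under siRNA#1 and −0.18 under siRNA#2, where 95% of random lists matched on expression fell between −0.26 and 0.25 and between −0.15 and 0.15. CDKN1A was the only member past 0.8 under both, and the only one called by edgeR when adjusted over the list alone (0 over all genes, 2 at an unadjusted p under 0.05, 0 with DESeq2). GDF15, a stress-induced cytokine, had −1.42 and −0.76, and ZMAT3, an RNA-binding p53 target whose 3' UTR holds 2 siRNA#2 guide seed matches, −0.55 and −0.74.
Genes of the interferon response (28 tested) had medians of −0.31 and −0.26, below the random ranges of −0.24 to 0.24 and −0.15 to 0.14. STAT2, a transcription factor of this response, had −0.76 and −0.59, while CXCL10, an interferon-induced chemokine, had 2.27 and 0.94, and IFNL1, a type III interferon, −1.91 and −1.24 from 22 counts in si-NC. Among the 23 members with a mean of at least 50 counts the medians were −0.14 and −0.13, inside the random ranges. Genes of the amino acid response driven by the transcription factor ATF4 (23 tested) had a median of −0.095 under siRNA#1, inside the random range, and 0.30 under siRNA#2, above the range of −0.14 to 0.15. Their member PYCR1, an enzyme of proline synthesis, had 0.96 and 0.70. Chaperones and other unfolded protein response genes of the endoplasmic reticulum (21 tested) stayed inside the random ranges, with medians of 0.06 and −0.02. ERO1A, an oxidase of that compartment, had 1.13 and 0.75.
Proliferation genes (28 tested) had medians of −0.03 and 0.02, and genes of cell cycle exit, inhibitors of cyclin-dependent kinases among them (13 tested), −0.14 and −0.13, all inside the random ranges. BIRC5, the mitotic gene survivin, had 0.64 and 0.62, CCNE2, a G1/S cyclin, −0.89 and −0.75, and CDKN1C, the inhibitor p57, −0.65 and −0.72. CCNE2 (150, 74 and 87 counts) shares 37% of its exonic bases with INTS8 on the opposite strand (769, 574 and 516 counts), and their reads were not separated by strand. Cell adhesion and migration genes (22 tested) had a median of −0.21 under siRNA#1, below the range of −0.15 to 0.28, and −0.02 under siRNA#2, inside it. ITGA2, a collagen-binding integrin chain, had −0.86 and −0.85, CAV1, the coat protein of caveolae, 0.86 and 1.13, and ITGB6, another integrin chain, −2.26 (95% counting interval −8.99 to −0.85) and −1.30 (−3.75 to 0.02) from 13, 1 and 4 counts. Of 12 ligands and receptors of the EGF family, the medians were 0.31 and 0.05, inside the ranges. Among the 6 with a mean of at least 50 counts they were −0.14 and 0.05, also inside. AREG, which encodes amphiregulin, had 0.97 and 1.00. None of the lists other than the p53 targets and the genes of cell cycle exit, both through CDKN1A, had a member called by edgeR over the list alone.
Of the 67 genes drawn as lower in the heatmap of Fig. 5A, 64 could be tested and all 64 were below 0 under both siRNAs, 42 of them past 0.8 under each. All 38 genes drawn as higher were above 0 under both, 22 of them past 0.8 under each. The paper drew these genes for their folds in the same libraries. The drawn genes farthest short of 0.8 were CGA (−0.60 and −0.72), LPCAT1 (1.05 and 0.63), PSTPIP2 (−0.63 and −0.84), HIP1 (−0.64 and −0.76), FOPNL (1.08 and 0.64) and CDKN1C.
At an adjusted p under 0.05, edgeR called 2 genes lower, PRSS23 and RASD1, and 0 higher, against 166 and 116 at an unadjusted p under 0.05. DESeq2 called 1 lower and 0 higher. By the size rule, 1860 genes were lower under siRNA#1 and 776 under siRNA#2, and 1120 and 793 were higher. Independent lists of these sizes would share 91.5 lower and 56.3 higher genes. Unchanged libraries simulated against the 1 shared si-NC library (mean of 100 simulations) gave 36.6 lower and 71.3 higher genes with counting error alone, and 464 and 633 with the dispersion between the siRNA libraries. The folds of the siRNAs correlated at 0.348 across genes (simulated 0.485 and 0.497), with a covariance of 0.121 (simulated 0.0352 and 0.215). That dispersion (common value 0.0743) also holds the opposite GC trends of the siRNA libraries, and was 0.0384 once these were removed. The simulation with the dispersion between the siRNA libraries gave more genes than the 338 and 317 observed. It did not resemble the single siRNAs, however. Under siRNA#2 it gave 1541.2 lower and 1546.5 higher genes, against 776 and 793 observed. Under siRNA#1 it gave 1555.6 and 1544.9, against 1860 and 1120. No simulation used the dispersion of 0.0384. Some of the excess over independent lists may come from the shared control, and how much cannot be told from these simulations.

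**Figure D3:**
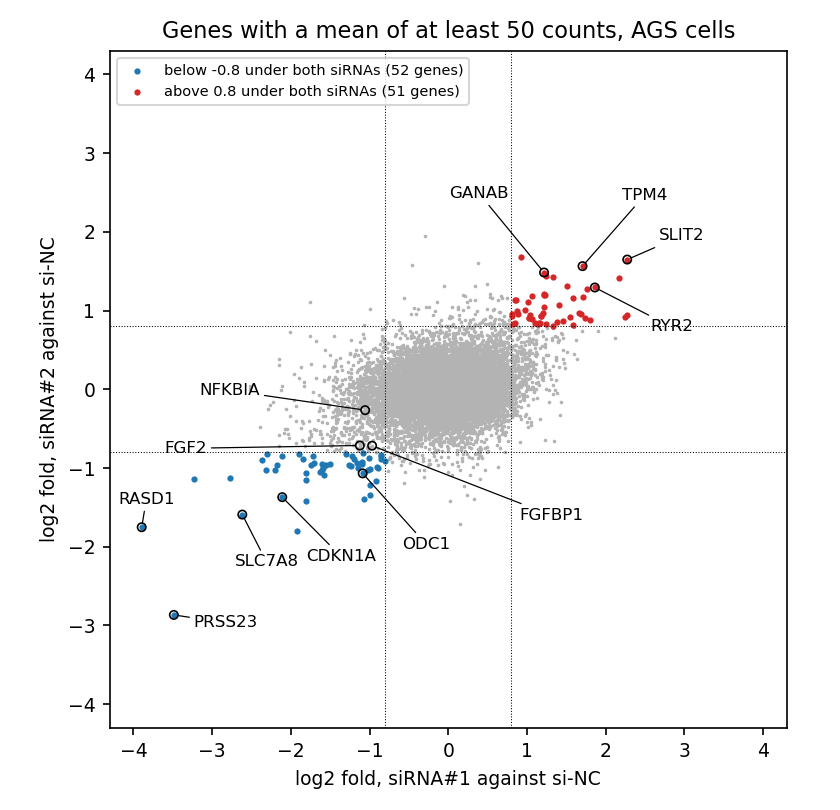
Log2 fold against si-NC under siRNA#1 (horizontal axis) and siRNA#2 (vertical axis) for 11520 genes with a mean of at least 50 counts, each point a gene, with dotted lines at −0.8 and 0.8. With libraries scaled over all 15775 tested genes, 52 of these genes lie below −0.8 under both siRNAs and 51 above 0.8. PRSS23 is the lowest under siRNA#2, while FGF2, FGFBP1 and NFKBIA lie between the dotted lines for siRNA#2.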

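FGF2 (ENSG00000138685), which encodes basic fibroblast growth factor, was counted 2978 times in si-NC, 1261 times under siRNA#1 and 1783 times under siRNA#2. The log2 fold was −1.12 under siRNA#1 (95% exact counting interval −1.22 to −1.03) and −0.71 under siRNA#2 (−0.80 to −0.63), with 1 library each. The gene lies on chromosome 4 of GRCh38 from 122826708 to 122898236, on the plus strand. Of its receptor genes, FGFR1 had a fold of −0.14 and 0.07, FGFR3 0.08 and 0.58, and FGFR4 −0.66 and −0.01, while FGFR2 was too low to be tested.
Over both siRNAs, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave FGF2 a log2 fold change of −0.90 (standard error 0.43, unadjusted p = 0.036, adjusted p = 1). NUDT6, the antisense partner of FGF2, shares 804 bases of its exons and had 36, 37 and 37 counts. The 3' UTR of FGF2 (5843 bases) holds 1 match to the guide seed of siRNA#1 and 0 to that of siRNA#2. It also holds 1 match to the seed of the passenger strand of siRNA#2.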

RNA-seq analysis revealed that FGF2, which is involved in regulating macrophage polarization, was greatly decreased after PRSS23 knockdown. In addition, fibroblast growth factor-binding protein (FGFBP1), which was reported to play essential roles in regulating FGF2 secretion (36–38), was also greatly decreased after knockdown of PRSS23. Thus, we speculated that PRSS23 might regulate TAMs infiltration by regulate FGF2 secretion.

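FGFBP1 (ENSG00000137440), on chromosome 4 of GRCh38 from 15935569 to 15938740, had 182 counts in si-NC, 85 under siRNA#1 and 108 under siRNA#2. Its log2 fold was −0.97 (95% exact counting interval −1.37 to −0.60) and −0.72 (−1.08 to −0.38). Both intervals lie below 0, and they are wide because of the low count. Of 16 tested genes of FGF2 secretion and heparan sulfate, 2 were below 0 under both siRNAs and 4 above, with medians of −0.12 and 0.14, inside the range of matched random lists. ATP1A1, the sodium pump subunit linked to FGF2 export, had −1.08 and −0.09 and holds an siRNA#1 guide seed match in its 3' UTR, and the heparan sulfate carriers HSPG2 and SDC3 had 0.41 and 0.29, and 0.45 and 0.50.
Genes induced by the ERK pathway, which FGF receptors activate, lay low under both siRNAs. Of 18 such genes, 12 were below 0 under both and 3 above. Their median was −0.67 under siRNA#1 and −0.22 under siRNA#2, below the random ranges of −0.26 to 0.27 and −0.17 to 0.16. SPRY4, a feedback inhibitor of receptor tyrosine kinases whose 3' UTR holds an siRNA#1 guide seed match, had −1.47 and −0.48, DUSP6, an ERK phosphatase, −1.06 and −0.60, CCND1, which encodes cyclin D1, −0.89 and −0.53, and DUSP5, a nuclear ERK phosphatase, −0.77 and −0.47. No member was past 0.8 under both siRNAs. Of 31 FGF ligands, receptors and binding proteins, 13 were tested, 10 had no count in any library, and the medians of −0.21 and 0.02 were inside the random ranges. FGF1 had 14, 3 and 9 counts and FGF12 4, 7 and 13, too few to compare.
In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, FGFBP1 had a log2 fold change of −0.85 (standard error 0.52, unadjusted p = 0.11, adjusted p = 1). The test called 0 members of these lists, over all genes or adjusted over the list alone, and 1 of them, FGF2, had an unadjusted p under 0.05.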

**Figure 5:**
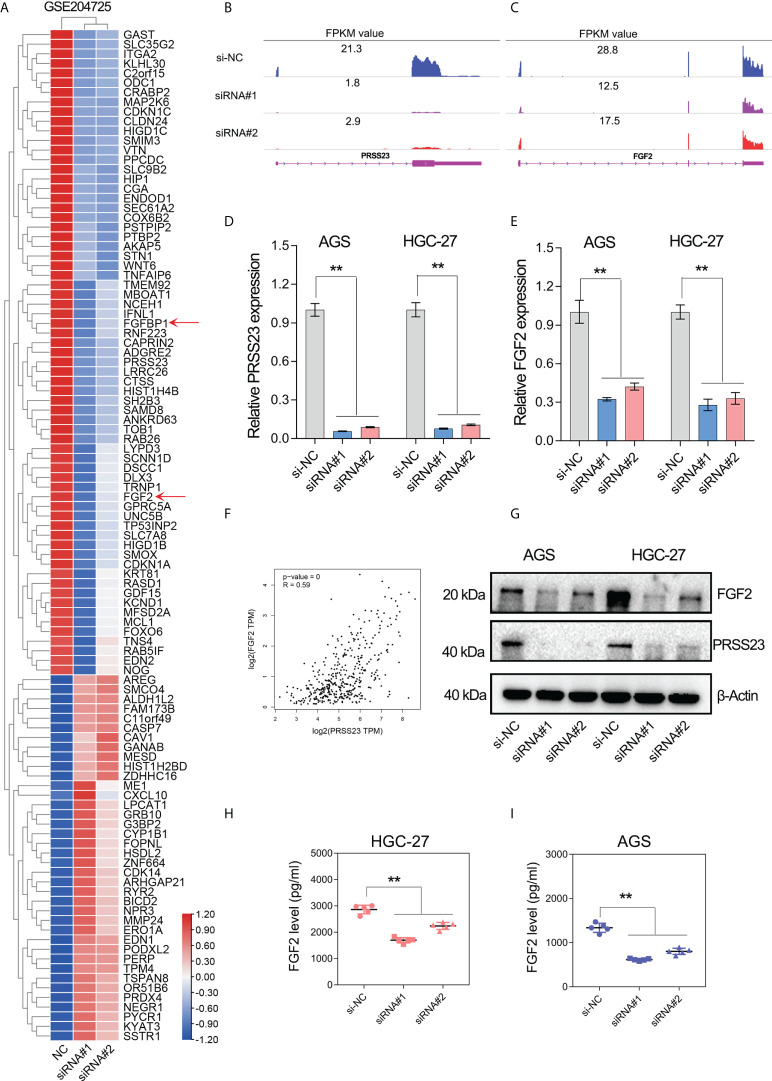
PRSS23 knockdown decreased FGF2 expression and secretion in GC. **(A)** RNA-seq studies were conducted in GC cells transfected with siRNAs targeting PRSS23. The most significantly altered genes upon PRSS23 knockdown were shown in the heatmap. **(B, C)** The transcripts abundance of PRSS23 and FGF2 in PRSS23-depleted GC cells was detected by RNA-seq. The normalized expression (FPKM value) of PRSS23 and FGF2 were shown in the plot. **(D)** The knockdown efficiency of PRSS23 in GC cell lines was examined by qRT-PCR assay. **(E)** The effect of PRSS23 knockdown on FGF2 expression in GC cell lines were examined by qRT-PCR assay. **(F)** PRSS23 and FGF2 were highly co-expressed in GC. **(G)** The effect of PRSS23 knockdown on FGF2 protein level in GC cell lines were examined by western blotting assay. (**H, I**) ELISA assay showed that PRSS23 knockdown significantly decreased secreted FGF2 level in GC cell lines. **, P < 0.01.

Multiple independent experiments were performed to validate the regulation of FGF2 by PRSS23 in GC. First, RNA-seq data showed that the expression of PRSS23 and FGF2 were both decreased in PRSS23-depleted GC cells (**Figures 5B, C**). 

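The deposited FPKM value of PRSS23 was 21.3 in si-NC, 1.79 under siRNA#1 and 2.91 under siRNA#2. That of FGF2 was 28.8, 12.5 and 17.5 in the same order. Over both siRNAs, PRSS23 fell by 3.15 on the log2 scale (standard error 0.44, adjusted p = 1.4e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without a filter on low counts the edgeR adjusted p of PRSS23 was 0.98, within a range of 1.1e-09 to 0.98 over all alternatives. Its log2 fold change without the filter was −3.15, with a standard error of 0.42. The call was thus lost without a smaller fold or a larger standard error. The FPKM values correspond to the count divided by the length of all exons of the gene and by the total count. From the lower level of FGF2 and of FGFBP1 in these libraries, the paper proposes, as a speculation at this step, that PRSS23 might act on the infiltration of TAMs through FGF2 secretion. It then reports ELISA of secreted FGF2, knockdown in TAM-like cells and rescue by FGF2 overexpression, which were not analysed here.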

Consistently, the qRT-PCR assay further confirmed that PRSS23 knockdown decreased the FGF2 expression in two GC cell lines (**Figures 5D, E**). Besides, gene expression correlation analysis also showed that PRSS23 and FGF2 were highly co-expressed in GC tissues from TCGA (**Figure 5F**). Furthermore, PRSS23 knockdown greatly reduced the protein level of FGF2 (**Figure 5G**). Given FGF2 was a secreted protein, we also examined the effect of PRSS23 knockdown on FGF2 secretion by ELISA. The ELISA assay showed that PRSS23 knockdown significantly hindered secreted FGF2 level (**Figures 5H, I**).

### PRSS23/FGF2 axis positively regulates tumor associated macrophage infiltration

To further validate the role of FGF2 in macrophage infiltration, immune infiltration analysis by two different algorithms was conducted. The results confirmed that FGF2 was positively associated with macrophage infiltration in GC (**Figures 6A, B**). Besides, survival analysis showed that overexpression of FGF2 predicted poor prognosis in GC (**Figures 6C–E**). Single-cell RNA-seq analysis revealed that FGF2 and PRSS23 were predominantly expressed in gastric fibroblasts and highly co-expressed in normal gastric tissue (**Figures 6F, G**). Consistently, both FGF2 and PRSS23 were closely related to EMT signaling and highly co-expressed with biomarkers of CAFs and mesenchymal cells (**Figures S1A-D**). Thus, we speculated that PRSS23 may regulate macrophage infiltration *via* regulating FGF2 secretion in fibroblasts or mesenchymal cells.

**Figure 6:**
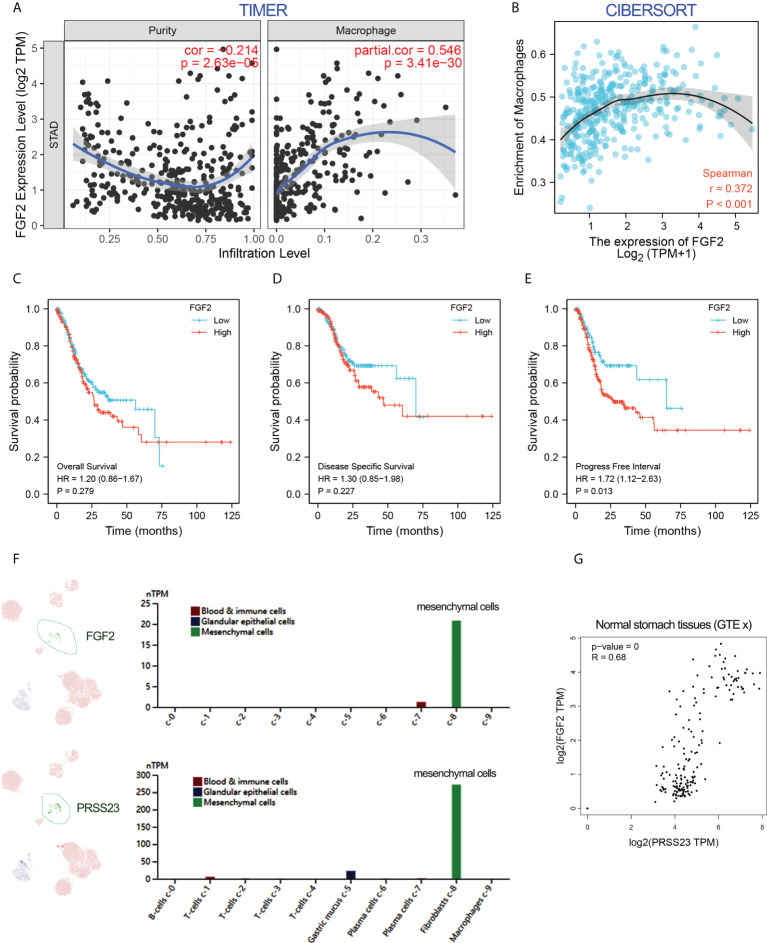
FGF2 showed a positive association with macrophage infiltration and PRSS23 expression. **(A, B)** The correlation between FGF2 expression and immune infiltration was analyzed using TIMER and CIBERSORT methods. **(C–E)** FGF2 overexpression predicted poor overall survival, disease-specific survival and progress-free survival in GC from TCGA dataset. **(F)** Single-cell analysis showed that PRSS23 and FGF2 were both highly expressed in mesenchymal GC cells. **(G)** FGF2 and PRSS23 were highly co-expressed in normal stomach tissues.

As described above, FGF2 has been shown to play a critical role in TAMs infiltration (39–41). Multiple surface molecules (such as CD163, MSR1 (CD204), MRC1 (CD206), CSF1R, CD40 and CD81) and secreted factors (such as IL10, PDGFB and CCL2) have been reported to be well-known biomarkers of TAM/M2 (20, 42). Hence, we conducted the gene expression correlation analysis between PRSS23/FGF2 and these M2/TAM biomarkers. The results showed that both PRSS23 and FGF2 were highly co-expressed with M2/TAM biomarker genes (**Figures 7A, B**). Besides, we further analyzed the expression level of PRSS23/FGF2 in monocytes and different stages of macrophages. The results showed that both PRSS23 and FGF2 were significantly overexpressed in M2 macrophage, which is highly similar to tumor associated macrophage (**Figures 7C, D**).

**Figure 7:**
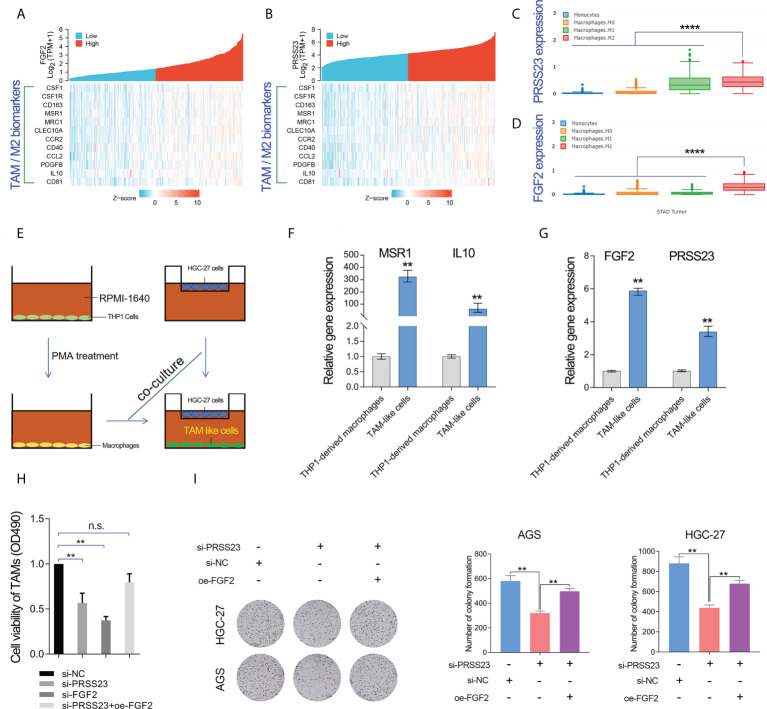
PRSS23 enhances TAM infiltration by regulating FGF2 expression and secretion. **(A)** The gene expression correlation between FGF2 and the well-known biomarker genes of TAM/M2 macrophage was analyzed. **(B)** The gene expression correlation between PRSS23 and the well-known biomarker genes of TAM/M2 macrophage was analyzed. **(C, D)** PRSS23 and FGF2 was upregulated in M2 macrophages. **(E)** The TAM-like cells were induced by co-culturing with HGC-27 cells and THP-1 derived macrophages. **(F)** The well-known biomarkers of TAM/M2 macrophages were greatly upregulated. **(G)** Both FGF2 and PRSS23 were significantly upregulated in TAM-like cells. **(H)** Overexpression of FGF2 rescued the inhibitory effect of survival of TAM-like cells by PRSS23 depletion. **(I)** Overexpression of FGF2 rescued the inhibitory effect of GC cell proliferation by PRSS23 depletion. **p < 0.01, ****p < 0.0001, ns means no significant..

Considering high level of secreted FGF2 would have a more pronounced effect in regulating macrophage polarization, we herein selected a GC cell line HGC-27 with relatively high expression of FGF2 for co-culture with THP-1 cells (**Figure 7E**). Then, we examined the expression of popular M2/TAM biomarkers in TAM-like cells by qRT-PCR assay. Both MSR1 (CD206) and IL10 were greatly upregulated in the TAM-like cells, suggested that we successfully induced TAM cells (**Figure 7F**). Consistent with previous immune infiltration analysis, both FGF2 and PRSS23 were significantly upregulated in TAM-like cells (**Figure 7G**). More importantly, knockdown of either PRSS23 or FGF2 significantly reduced the survival rate of TAM-like cells, indicating that both PRSS23 and FGF2 were required for TAM macrophage infiltration (**Figure 7H**). Furthermore, rescue assay confirmed FGF2 overexpression can recovery the inhibitory effect of PRSS23 depletion on cell survival rate of TAM-like cells or cell proliferation of GC cells (**Figures 7H, I**).

As a serine protease, PRSS23 may play a role in FGF2 processing and secretion by directly cleaving FGF2 proteins. Immunoblotting assay showed that PRSS23 knockdown mainly downregulating 18kDa FGF2 expression (**Figures 8A, B**). However, there is no new FGF2 band generated, even under conditions where Brefeldin A blocked FGF2 secretion (**Figures 8A, B**).

**Figure 8:**
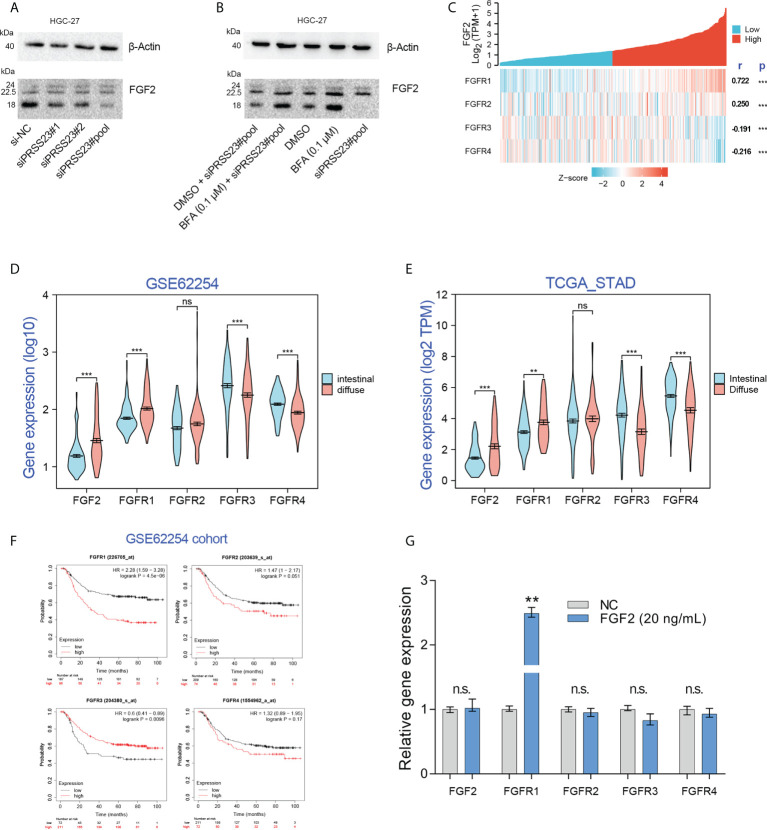
Exogenous recombinant FGF2 significantly upregulated FGFR1 expression in GC. **(A)** Western blotting assay confirmed that PRSS23 knockdown mainly affected low weight molecular FGF2 (18 kDa) expression in GC. **(B)** The experiments combining blockade of FGF2 secretion by Brefeldin A (BFA) with PRSS23 knockdown were performed. **(C)** The gene expression correlation between FGF2 and its receptors in TCGA_STAD cohort. **(D, E)** The expression levels of FGF2/FGFR1/2/3/4 were analyzed in two independent GC cohorts. **(F)** Survival analysis of FGF2/FGFR1/2/3/4 in GSE62254 cohort. **(G)** The expression levels of FGF2/FGFR1/2/3/4 were determined by qRT-PCR after treatment with recombinant FGF2 in HGC-27 cells. **p < 0.01, ***p < 0.001, ns means no significant..

FGF2 has been reported to bind all 4 FGF receptors (FGFR1-4) (43). Gene expression correlation analysis showed that FGF2 expression was positively associated with FGFR1/2, but negatively associated with FGFR3/4 expression (**Figure 8C**). Besides, clinical analysis showed that FGF2 and FGFR1 were highly expressed in diffuse GC, FGFR3 and FGFR4 were lowly expressed in diffuse GC (**Figures 8D, E**). Although there were several studies have reported that FGFR2 was amplified in diffuse GC, our data herein showed that FGFR2 expression has no significant change between diffuse GC and intestinal GC. That may be due to the low frequency (approximately 4-10%) of FGFR2 amplification events in diffuse GC (44–46). Survival analysis showed that FGFR1 overexpression predicted poor prognosis, FGFR3 overexpression predicted favorable prognosis. These results implied that there may be a FGF2/FGFR1 autorinal loop in GC (**Figure 8F**).

Several studies have reported that FGF2 can act in autocrine modes by binding to FGFR1 (47–49). Since FGF2 mRNA and protein level were both downregulated after PRSS23 knockdown, we thus further identified if PRSS23 knockdown downregulated FGF2 mRNA level by affecting FGF2 in an autocrinal manner. In other words, it’s possible that the reduced secreted FGF2 by PRSS23 knockdown may in turn regulate FGF2 transcription *via* an autocrinal loop. Thus, we performed exogenous recombinant FGF2 protein treatment in HGC-27 cells. The results showed that recombinant FGF2 significantly upregulated FGFR1 expression but has no significant effects on FGF2 and FGFR2/3/4 expression in GC (**Figure 8G**).

Macrophage infiltration can be divided into M1 macrophage infiltration and M2 macrophage infiltration. To this end, we used the quanTIseq algorithm to distinguish M1 macrophages from M2 macrophages (50), and further analyzed the correlation between M1 or M2 macrophage infiltration and the prognosis of GC patients (**Figures 9A, B**). The results showed that GC patients with higher M1 macrophage infiltration tends to possess a longer overall survival time (p=0.04), while GC patients with higher M2 macrophage infiltration tends to possess a shorter overall survival time (p<0.01). Given FGF2 suppressed M1 macrophage polarization but promoted M2 macrophage polarization, we mapped the working model of PRSS23 in promoting GC progression (**Figure 9C**).

**Figure 9:**
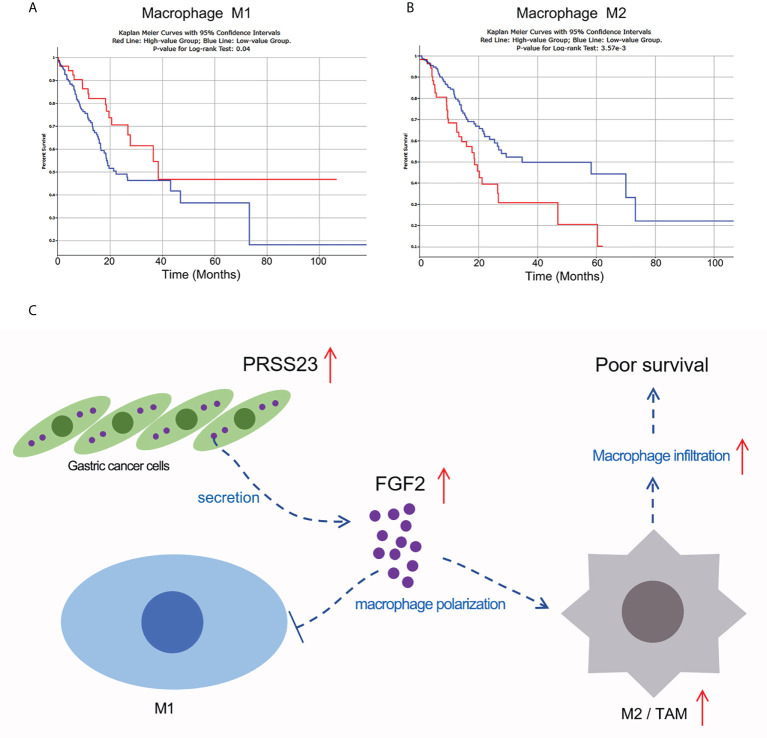
Working model of PRSS23/FGF2 axis in regulating macrophage infiltration. **(A)** High level of M1 macrophage infiltration predicted favorable prognosis in GC. **(B)** High level of M2 macrophage infiltration predicted poor prognosis in GC. **(C)** Working model of PRSS23/FGF2 axis in macrophage infiltration. PRSS23 was overexpressed in GC, which enhanced the expression and secretion of FGF2. Meanwhile, FGF2 upregulation drives macrophage polarized towards M2/TAM phenotype, thereby resulting poor prognosis in GC. Taken together, PRSS23 promotes TAM/M2 macrophage infiltration through positively regulating FGF2 expression and secretion.

In GC, serine protease PRSS23 was overexpressed, thereby promoting the expression and secretion of FGF2. Increased level of FGF2 in turn promotes TAMs polarization and infiltration, leading to poor prognosis in GC. This study reveals for the first time the biological function of PRSS23 in macrophage infiltration, which may have implications for immunotherapy of GC.

## Discussion

Gastric cancer is a common malignancy characterized by significant clinical heterogeneity and remains the fourth most common cause of death resulting from cancer worldwide (51). The intratumor heterogeneity determines the differences in drug resistance, treatment methods and prognosis of different patients. Biomarkers are one of the important ways to distinguish tumor heterogeneity. Therefore, the development of novel biomarker genes is of great significance to the diagnosis, treatment and prognosis of tumors.

In this study, the clinical value of PRSS23 was analyzed in two independent cohorts. PRSS23 overexpression showed a significant correlation with malignant progression and poor prognosis of GC, suggested PRSS23 can be served as an ideal prognostic biomarker for GC. Loss-of-function study had confirmed that PRSS23 functioned oncogenic roles in GC progression, which fits well with another reported evidence that PRSS23 knockdown inhibits gastric tumorigenesis (52).

Previous study had reported Fgf2 was secreted by CAFs in mice (23). Likewise, single-cell analysis also showed that FGF2 was specifically expressed in fibroblasts of human stomach. So, what is the role of FGF2 secreted by fibroblasts? Several studies have reported the critical role of FGF2 in macrophage infiltration and polarization. Knockout of Fgf2 in mice significantly decreased macrophage infiltration (40). Likewise, Im et al. have found that TAMs were polarized towards an inflammatory (M1) phenotype in the Fgf2 knockout mice (24). Similarly, Takase et al. also reported that FGF2/FGFR1 axis was required for TAM infiltration in esophageal cancer (25). These data proved that FGF2 promotes macrophage polarization towards an M2/TAM phenotype. FGFBP1 was reported to be a secreted heparin proteins that reversibly bind FGF1 and FGF2, releasing them from the extracellular matrix and increasing the local levels of free ligand available for receptor binding (53). In other words, FGFBP1 contributes to FGF2 secretion, enhancing its binding to the receptors (FGFR1/2/3/4) (43).

In the present work, a novel role of the serine protease PRSS23 in macrophage infiltration was uncovered in GC. Through high-throughput RNA sequencing, we noted that serine protease PRSS23 was involved into positively regulating FGF2/FGFBP1 expression. Consistently, our subsequent qRT-PCR, western blotting and ELISA assay showed that PRSS23 depletion significantly decreased FGF2 expression and secretion. More importantly, HGC-27 cells and THP-1-derived macrophages co-culture assay further confirmed that PRSS23 promoted TAM infiltration in GC through regulating FGF2 expression and secretion.

Although our findings demonstrate the positive regulation of FGF2 expression and secretion by PRSS23, a non-negligible limitation of our work lies in how exactly PRSS23 regulates FGF2/FGFBP1 expression. Previous studies have reported that although most of FGFs are secreted proteins with cleavable amino terminal portions, FGF1 and FGF2 have no secretion sequences, although they are found in the extracellular compartment (18). In addition, considering that FGF2 mRNA was also decreased by PRSS23 knockdown, this strongly implies that FGF2 was not a direct substrate protein of PRSS23.

Previous publications had reported that ED-71 and its analogues (1, 25-dihydroxyvitamin D3) suppressed expression of FGFBP1/FGF2 by upregulating IκBα (NFKBIA), a critical regulator of NF-κB pathway (54–56). However, according to our RNA-seq data, NFKBIA expression was slightly downregulated in PRSS23-depleted GC cells. 

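NFKBIA (ENSG00000100906), on chromosome 14 of GRCh38 from 35401511 to 35404749, had 1446 counts in si-NC, 641 under siRNA#1 and 1182 under siRNA#2. Its log2 fold was −1.06 (95% exact counting interval −1.19 to −0.92) and −0.26 (−0.38 to −0.15), so the intervals of the siRNAs do not overlap. Target genes of NF-κB went both ways. Of 17 tested, 10, NFKBIA among them, were below 0 under both siRNAs and 3 above, with medians of −0.40 under siRNA#1, below the range of matched random lists (−0.29 to 0.29), and −0.10 under siRNA#2, inside it. BIRC3, an inhibitor of apoptosis with an siRNA#2 guide seed match in its 3' UTR, had −0.46 and −0.45, TRAF1, a signalling adaptor, −0.48 and −0.50, NFKBIE, another NF-κB inhibitor, −0.50 and −0.42, and CXCL8, which encodes the chemokine interleukin-8, 0.71 and 0.70.
edgeR's quasi-likelihood test over both siRNAs with Benjamini-Hochberg adjustment gave NFKBIA −0.61 (standard error 0.45, unadjusted p = 0.18, adjusted p = 1), and it called 0 of the NF-κB targets, 0 of them also at an unadjusted p under 0.05 and 0 by DESeq2. After removal of the GC trend, the median of the targets was −0.06 under siRNA#1, inside the random range, and −0.22 under siRNA#2, below the range of −0.15 to 0.16.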

The molecular mechanism of how PRSS23 regulates FGF2 expression remains to be further investigated.

TAMs have very similar phenotypes with M2 macrophages, which functioned oncogenic roles in tumor progression (57–59). While M1 macrophages with pro-inflammation functions played tumor-suppressive roles in tumor progression (60). Herein, after differentiation of M1 and M2 macrophages by the quanTIseq algorithm (50), we analyzed the relationship between M1 or M2 macrophage infiltration and the survival of GC patients from TCGA. The results showed that M1 macrophage infiltration predicted favorable prognosis, while M2 macrophage infiltration predicted poor prognosis in GC, suggested M1 and M2 macrophage play opposite roles in GC progression (**Figures 9A, B**). Therefore, we thought PRSS23 plays critical roles in GC progression by enhancing TAMs infiltration *via* FGF2.

## Conclusion

In summary, PRSS23 was overexpressed and showed a significant correlation with poor prognosis, macrophage infiltration. Mechanismly, PRSS23 promotes tumor associated macrophage infiltration by regulating FGF2 expression and secretion. Our finding highlights that PRSS23/FGF2 was a novel signaling axis involved into regulating TAMs infiltration and GC progression.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

SQ, and DL conceived and designed the study. SQ wrote the paper. DL performed most of the experiments. PH, CH, and ZW carried out initial data analyses and performed partial of the experiments. All authors contributed to drafting the manuscript. All authors have read and approved the final submitted manuscript.

## Funding

This study was supported by grants from the National Natural Science Foundation of China (82203829, 82273451 and 81802375); Hubei Provincial Natural Science Foundation (2022CFB for DL and SQ), the Faculty Development Grants from Hubei University of Medicine (2020QDJZR024 to CH and 2020QDJZR012 to PH) and the Grants of Open-Ended Design Project from Hubei Key Laboratory of Embryonic Stem Cell Research (no. 2021ESOF021).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

Supplementary Figure 1 Both of PRSS23 and FGF2 were highly co-expressed with biomarkers of mesenchymal cells and cancer-associated fibroblasts in GC. **(A, B)** PRSS23 or FGF2 expression was positively correlated with the expression of mesenchymal biomarkers, but negatively correlated with the expression of epithelial biomarkers in GC. **(C, D)** PRSS23 or FGF2 was highly co-expressed with classic biomarkers of cancer-associated fibroblasts (CAFs) in GC.

How the deposited data were processed for this re-analysis (not part of the article)

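RNA from AGS cells was sequenced in 3 libraries, 1 after transfection of a negative control siRNA (si-NC) and 1 each after siRNA#1 and siRNA#2 against PRSS23. The conditions were taken from the sample labels and the paper. No library has a replicate, and nothing says whether the cultures were transfected on different days.

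The authors deposited 1 table with raw counts and FPKM values of 51103 genes. The submitters' processing notes name HISAT2 (no version), HTSeq 0.11.2 and DESeq2 1.26.0 with the build GRCh38, and the strand setting of the counting is not given in the sources used here. The raw counts deposited by the authors are whole numbers with no normalization. The FPKM values of the authors equal the count divided by the total count and by the length of all exons of the gene in GENCODE release 29, within 1% for 100% of 18908 genes that could be compared. All 51103 gene identifiers are in that release, 7632 genes of the release are absent from the table (7597 of them small or ribosomal RNAs), and 24097 genes have 0 counts in all 3 libraries. For 12 genes the table held a bare number in place of the symbol, and these were named by their identifiers. The total count is between 14872977 and 15266504 per library, which gives FGFBP1, with 182 counts in si-NC, an exact 95% counting interval of −1.37 to −0.60 under siRNA#1.

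Folds were computed per siRNA on log2 CPM with TMM scaling and a prior count of 2 (edgeR 4.0.16), for 15775 genes kept by filterByExpr with a minimum count of 10. Genes below −0.8 or above 0.8 under both siRNAs were counted, as 0.8 is the threshold the paper gives, and these folds have no test. Intervals of single folds are exact conditional binomial intervals and cover counting error only. The test over both siRNAs was edgeR's quasi-likelihood F-test (glmQLFit with the method of recent versions, legacy = FALSE, and glmQLFTest) on the 2 PRSS23-depleted libraries against si-NC, with Benjamini-Hochberg adjustment. It has 1 residual degree of freedom, a common dispersion of 0.0743 (coefficient of variation 27.3%), and assumes that si-NC would vary like the siRNA libraries. Its standard errors rest largely on a spread shared across genes, not on each gene's own difference between the siRNAs. DESeq2 1.42.0 gave the alternative Wald test. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

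Before the data were examined, 23 gene lists were fixed. They are FGF ligands, receptors and binding proteins, FGF2 secretion and heparan sulfate, ERK pathway output, NF-κB targets, p53 targets, the interferon response, the ATF4 and amino acid response, chaperones of the endoplasmic reticulum and the unfolded protein response, proliferation, inhibitors of cyclin-dependent kinases and cell cycle exit, mesenchymal, epithelial and fibroblast markers, TAM and M2 markers named by the paper, attractants of monocytes and macrophages, markers of immune, endothelial and blood cells, serine proteases, cell adhesion and migration, hypoxia, cholesterol synthesis, the EGF family, control genes and mitochondrially encoded genes. The median fold of each list with at least 5 tested members was set beside 10000 random lists matched member by member on mean expression in 20 bins, and the range given is that of 95% of them. This describes these libraries and is not a p-value.

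The text names, by a rule fixed before the data were examined, the genes the paper names for these libraries and FGFR1 to FGFR4, the 12 lowest and 12 highest genes under both siRNAs with a mean of at least 50 counts (ranked by the fold nearer to 0), at most 4 members of each list with the largest such fold, and at most 6 genes drawn in Fig. 5A that missed the threshold. The values of the paper's figures had been seen. Genes that share the longest runs of bases with an siRNA are also named, whatever their values. Opposite-strand partners are given for PRSS23, FGF2, MMP24 and CCNE2. Of the other genes with folds in the text, some share exonic bases with another gene too, such as CCND1 with LTO1 (10.3% of its exonic bases), TPM4 with AC008894.3 (9.6%), KRT8 with KRT18 (7.63%), ALDH1L2 with C12orf45 (1.7%), CLDN7 with ELP5 (1.52%) and LDLR with SPC24 (1.14%), and reads of such pairs were not separated by strand.

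The siRNA sequences were matched to the GENCODE transcripts, on both strands. Matches to the siRNA seeds (7 bases opposite bases 2 to 8 of the guide or passenger strand) were searched in the 3' UTRs of 10803 genes with a mean of at least 50 counts, and compared with random lists matched on expression in 10 bins and 3' UTR length in 5 bins. After the trend of folds with GC content had been seen, it was removed by lowess (span 0.3) as an added alternative, and the seed lists were then also matched on GC content in 5 bins. Guide matches are stated where such genes are named, and MMP24, ALDH1L2, BIRC5 and FGF12 hold one of siRNA#1 and FGF1 one of siRNA#2. Both folds share 1 si-NC library, so unchanged libraries were simulated 100 times against it.

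Alternatives covered the scaling (DESeq2 size factors, total counts, upper quartile), the filter (none, mean of at least 50 counts), the prior count (0.5 and 10), FPKM with a pseudocount of 0.1 or 1, the threshold, the fold of the mean of both siRNAs, the test, and leaving out each siRNA library. The steps were tested on simulated data. For 2 libraries against 1 with the dispersion of these data (15239 genes), edgeR called 2% of the genes changed by 1 on the log2 scale and 54% of those changed by 2, while the size rule found 37% and 99% along with 962 unchanged genes. At a dispersion of 0.01 (15293 genes) edgeR called 90% and 100%. With a GC trend added at the dispersion of these data (15320 genes), edgeR called 0% and 16%, and 0% of both once the trend was removed, while the size rule found 42% and 95% along with 808 unchanged genes, and after removal 43% and 97% along with 927. At a dispersion of 0.01 with the trend added (15291 genes), edgeR called 0% and 96%, and 93% and 100% once it was removed. Of 19 lists shifted by −0.5, 18 fell below the random range, and 1 unshifted list fell outside it.

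No column was left out, and no reads were analysed. The qRT-PCR, western blot, ELISA and patient data of the paper were not analysed here.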

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

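The removal of the GC trend and all values that rest on it were chosen only after the trend had been seen, and so were the tests of genes apart once the trend was removed, of seed matches in the 3' UTRs of FGF2 and FGFBP1 and of FGF2 alone, and of seed matches among ERK pathway genes.

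The siRNA#1 library differed from both others by over 0.8 (log2) in the same direction, and so stood apart, in 745 genes with a mean of at least 50 counts under the scaling of all tested genes (570 of them lower), against 78 for siRNA#2 and 103 for si-NC, a signal the paper does not discuss. Once the GC trend was removed, 342 genes stood apart in siRNA#1, so the trend may account for part of this, but 7.44 times as many still stood apart as in siRNA#2 (46 genes), which argues against the trend as the whole cause. Of the 249 searched genes then lower in siRNA#1 alone, 28.9% held the siRNA#1 guide seed match (11.2% of 537 before removal, and 8.30% of all searched genes). Such matches in annotated 3' UTRs might thus account directly for some of these genes and not for most. Shorter matches, matches outside the 3' UTR, passenger matches and effects downstream of seed targets were not counted, so a wider role of siRNA#1 seeds stays open. Deeper depletion of PRSS23 by siRNA#1 cannot be told apart from other causes: 59.1% of the genes apart in siRNA#1 then had a fold of the same sign under siRNA#2 (48.7% before removal), but a low share was the wrong measure against it, since the rule for these genes lets a siRNA#2 fold of the same sign reach only 0.32 in the median gene, and with 1 library per siRNA the cause stays open.

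FGF2 and FGFBP1 were lower under both siRNAs. After removal of the GC trend, the FGF2 fold nearer to 0 was −0.54, further from 0 than this trend alone would leave it. Only 1 of 4 pairs of these genes and siRNAs had a guide seed match, which argues against guide seed matches in their own 3' UTRs as the cause for both genes. This test did not cover passenger seed matches, of which FGF2 holds 1 of siRNA#2 and FGFBP1 none. For FGF2 under siRNA#1 its guide match cannot be told apart from an effect of PRSS23, since 3.34% of the genes that hold this match (30 of 897) were at or below the FGF2 fold. Nor can variation of the single si-NC library be told apart from an effect of depletion in these libraries, because no second control was sequenced. The ratio of genes apart in si-NC to genes apart in siRNA#2 was 1.32 as measured and 2.70 with the GC trend removed, which does not decide it. An effect of PRSS23 depletion stays among the open explanations, and the paper's qRT-PCR, western blots and ELISA of FGF2 run the same way. They do not use the si-NC library, so its variation would not by itself explain the lower FGF2 in them. The paper describes no such assay of FGFBP1. The paper also reports co-expression of PRSS23 and FGF2 in GC tissues of TCGA, a correlation that involves no siRNA. Its methods list only these siRNAs against PRSS23. Their guide seeds differ, and FGF2 holds no guide match of siRNA#2. Other effects of the siRNAs are still not fully separated from depletion by those assays.

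Genes of ERK pathway output, which the paper does not discuss, had a median of −0.67 under siRNA#1 and −0.22 under siRNA#2, below matched random lists in both. With the GC trend removed, the median under siRNA#1 was −0.61 (random lists −0.22 to 0.21), which argues against the trend as the cause. The 14 members with no guide seed match of either siRNA had a median of −0.57 under siRNA#1 and −0.29 under siRNA#2, also with the trend removed. Both lay below the random ranges of −0.25 to 0.24 and −0.15 to 0.16, which argues against direct guide seed matches. Passenger seed matches were not tested here, and DUSP6 among the 14 holds 1 of siRNA#2. Variation of the single si-NC library was not tested for the ERK pathway genes and stays open, as does a lower FGF2 level, a hypothesis that the design does not separate from other effects of the siRNAs.

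Genes with the siRNA#1 guide seed match had a median fold 0.19 below that of other genes under siRNA#1 (a difference of −0.19, random lists −0.06 to −0.002) with the GC trend removed, a comparison the paper does not make. Those with the siRNA#2 guide match had a difference of −0.044 under siRNA#2 (random lists −0.027 to 0.007). As measured, before the trend was removed, these differences were −0.044 for siRNA#1 matches under siRNA#1 (random lists 0.039 to 0.11) and −0.13 for siRNA#2 matches under siRNA#2 (−0.072 to −0.034), and with 8-base matches −0.086 (0.019 to 0.14) and −0.21 (−0.082 to −0.008). The siRNA#1 matches also gave −0.10 under siRNA#2 as measured (−0.069 to −0.024), and −0.023 (−0.026 to 0.015) once the trend was removed. The siRNA#2 guide matches gave 0.18 under siRNA#1 as measured (0.077 to 0.14), and −0.0017 (−0.031 to 0.017) once it was removed. As measured, both comparisons with the other library thus lay outside their random lists, in opposite directions. Passenger seed matches, each in its own library, gave −0.13 for siRNA#1 (−0.002 to 0.10) and −0.10 for siRNA#2 (−0.070 to −0.042) as measured, and 0.003 (−0.047 to 0.040) and −0.0163 (−0.0157 to 0.0082) once the trend was removed.

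The folds correlated with GC content at −0.528 under siRNA#1 and 0.359 under siRNA#2 (Spearman, across 11520 genes), in opposite directions, and the difference was not tested, as each siRNA has 1 library. ATF4 and amino acid response genes had medians of −0.095 under siRNA#1 and 0.30 under siRNA#2, with opposite signs, and this difference was not tested either. Among the 21 members with a mean of at least 50 counts the median under siRNA#1 was 0.009, so the opposite sign was lost, and under siRNA#2 it was 0.30. Mitochondrially encoded genes, not discussed by the paper, had a median of 0.60 under siRNA#1, above matched random lists (−0.15 to 0.35), and 0.36 with the GC trend removed (−0.17 to 0.27).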

How the results depend on the processing

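Removal of the GC trend, alone or with a minimum mean count, and the restriction to genes without seed matches were chosen only after the data had been seen. The counts of genes past 0.8 under both siRNAs (338 lower, 317 higher) stayed within 1.5 times with DESeq2 size factors, total counts, upper-quartile scaling, a prior count of 0.5, FPKM with a pseudocount of 0.1 and the GC trend removed (280 to 387 lower, 224 to 394 higher). They moved, lower and higher in turn, to 1470 and 900 with no filter on low counts, 52 and 49 with a mean of at least 50 counts (libraries rescaled on these genes), 126 and 105 with a prior count of 10, 41 and 26 on FPKM with a pseudocount of 1, 66 and 58 with the GC trend removed and a mean of at least 50 counts, 179 and 200 at a threshold of 1, and 744 and 743 by the fold of the mean of both siRNAs. With that fold and an unadjusted edgeR p under 0.05 there were 166 and 116, with an adjusted p 2 and 0 (DESeq2 called 1 and 0), and among genes with an annotated 3' UTR and no guide seed match of either siRNA in it 179 and 131 (202 and 148 among all genes with an annotated 3' UTR). The filters, thresholds and gene sets change these counts by construction, and for the prior count and FPKM the cause was not tested.

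Leaving out each siRNA library gave 776 to 1860 lower and 793 to 1120 higher genes, with no test possible at 1 library against 1. The fold over both siRNAs then ranged from −3.49 to −2.87 for PRSS23, −1.12 to −0.71 for FGF2, −0.97 to −0.72 for FGFBP1 and −1.06 to −0.26 for NFKBIA. Genes apart in siRNA#1 (1673) and siRNA#2 (638) numbered 3402 and 2442 with no filter, 765 and 81 with a mean of at least 50 counts (rescaled likewise, against 745 and 78 under the main scaling), and 342 and 46 with the GC trend removed as well.

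edgeR called 2 genes lower and 0 higher, with 1 lower on total counts, 0 lower with no filter, 1 lower by DESeq2's Wald test, 3 lower with a mean of at least 50 counts, 3 lower and 1 higher with the GC trend removed, 3 lower at an adjusted p under 0.1, and 166 lower and 116 higher at an unadjusted p under 0.05. With no filter the fold of PRSS23 was −3.15 and its edgeR adjusted p 0.98, while it passed under all other alternatives of the test. PRSS23 was −3.00 and −2.51 under siRNA#1 and siRNA#2 on FPKM with a pseudocount of 1, which shrinks low values, and −3.70 under siRNA#1 with the GC trend removed. FGF2 was −1.43 and −0.54 with the GC trend removed, also at a mean of at least 50 counts. Except where a construction is named, the cause was not tested.

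For the siRNA#1 guide seed, the 6-base match gave a difference of 0.038 under siRNA#1 against −0.044 for 7 bases, both below their random lists (0.063 to 0.10 and 0.039 to 0.11), and the cause was not tested. Of 124 list medians under alternatives, 114 stayed inside or outside the random range as before, 4 moved outside it and 6 inside. Some medians inside the range changed sign, such as that of the EGF family under siRNA#1, from 0.31 to −0.14 with a mean of at least 50 counts. Of 230 edgeR results of named genes, 222 stayed on their side of the threshold, and of 2296 folds per siRNA 239 moved by more than their counting interval. No paired analysis was possible because the groups share only the number 1, with 1 library per siRNA and 1 si-NC library. Depth limits genes with few counts, such as FGF1 with 14, 3 and 9.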

Differences from the paper's values

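The paper counts 67 genes as downregulated, and the rule applied here, a log2 fold under −0.8 under both siRNAs, gave 338. The paper counts 38 as upregulated, against 317 above 0.8 here. The paper states the threshold of 0.8 and no test, filter or rule for combining the siRNAs in its text. Of the alternatives set before the data were examined, a mean of at least 50 counts came within 1.5 times of both counts (52 lower and 49 higher), and FPKM with a pseudocount of 1 within 1.5 times of the higher count (26) but not of the lower (41). The others did not, namely DESeq2 size factors, total counts, upper-quartile scaling, no filter, prior counts of 0.5 and 10, FPKM with a pseudocount of 0.1, a threshold of 1, the fold of the mean of both siRNAs with or without a p-value, and leaving out either siRNA. With a mean of at least 50 counts, 36 of the 67 genes drawn as lower in Fig. 5A and 18 of the 38 drawn as higher are not past 0.8 under both siRNAs. The filter itself removes 11 and 1 of the tested drawn genes, and 25 and 16 are already short of 0.8 or untested without it. The GC trend removed together with a mean of at least 50 counts, a setting chosen after the values had been seen, gave 66 lower genes but 58 higher, with 38 of the 67 and 17 of the 38 drawn genes not among them.

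The paper describes the drawn genes as the most significantly changed. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of the 67 and 0 of the 38 had an adjusted p under 0.05 (44 and 24 at an unadjusted p under 0.05, and DESeq2 called 1 gene lower and 0 higher over all genes). Every drawn gene that could be tested had the drawn direction under both siRNAs, 64 of 64 lower and 38 of 38 higher. The paper drew these genes for their folds in the same libraries, so the shared direction is no independent support. FGF2 and FGFBP1, which the paper lists among the changed genes, were at −0.71 and −0.72 under siRNA#2, short of 0.8, and their edgeR adjusted p was 1. By edgeR's log2 fold change over both siRNAs they passed 0.8 in size, with −0.90 and −0.85, as did 56 of the 67 and 35 of the 38 drawn genes. The paper calls the decrease of NFKBIA slight. Here NFKBIA was at −1.06 under siRNA#1, close to the −1.12 of FGF2 in that library, and at −0.26 under siRNA#2. The FPKM values of PRSS23 and FGF2 match those of Fig. 5B and Fig. 5C.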

Other observations

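The ranks of seed matches among 7-base words were tested only after the seed differences had been seen.

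Of 17 markers of immune, endothelial and blood cells, 4 could be tested and 8 had no count in any library, with CD19 at 15, 10 and 9 counts in si-NC, siRNA#1 and siRNA#2, and CD14 at 2, 2 and 11. The other 2 tested markers had folds of opposite signs under the siRNAs. Of 9 TAM and M2 markers named by the paper, 3 could be tested. Of these, PDGFB, a growth factor for mesenchymal cells with an siRNA#1 guide seed match in its 3' UTR, had a log2 fold of −2.02 under siRNA#1 and −0.62 under siRNA#2, and CD81, a tetraspanin, 0.08 and 0.11. Fibroblast markers (6 tested) had medians of −0.27 and −0.03 and attractants of monocytes and macrophages (7 tested) −0.08 and −0.04, inside the ranges of matched random lists. S100A4, a calcium-binding protein, had −0.40 and −0.28, FAP, a fibroblast surface protease, 0.50 and 0.40, and the chemokine CCL5 −0.08 and −0.16. Mesenchymal markers (13 tested) had medians of 0.00 and 0.12 inside the ranges, and 6 were above 0 and 5 below 0 under both siRNAs. CDH2, which encodes N-cadherin, had 1.10 and 0.43, and the marker ZEB2 −0.47 and −0.59. Epithelial markers (11 tested) had −0.39 under siRNA#1, below the range of −0.34 to 0.38, and −0.08 under siRNA#2. Below 0 under both were 5, among them CLDN7, a tight junction protein, at −1.54 and −0.28 and KRT8, a keratin, at −0.58 and −0.26. Above 0 under both were 2, among them TJP1 at 0.72 and 0.16. The epithelial median under siRNA#1 was −0.18, inside the random range, after removal of the GC trend, while the mesenchymal median under siRNA#2 was then 0.168, above the range of −0.160 to 0.167.

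Serine proteases other than PRSS23 (16 tested) had a median of −0.68 under siRNA#1, below the range of −0.43 to 0.32, and 0.10 under siRNA#2, inside it, and with the GC trend removed −0.33, inside it as well. PLAU, the urokinase, had −1.11 and −0.33, and PRSS8, an epithelial protease, −2.02 and −0.74 from 37 counts in si-NC. Genes of the hypoxia response (19 tested) had medians of −0.20 and −0.02, and cholesterol synthesis genes (20 tested) 0.02 and −0.13, inside the ranges. SLC2A1, the glucose transporter GLUT1, had −0.96 and −0.15, and LDLR, the receptor for low-density lipoprotein, −0.65 and −0.34. When the GC trend was removed, cholesterol synthesis genes stood at −0.22 under siRNA#2, below the range of −0.12 to 0.12, and hypoxia genes at −0.218 under siRNA#1, below the range of −0.205 to 0.212. Control genes (15 tested) had medians of −0.01 and −0.03. Their member YWHAZ, an adaptor often used as a reference gene, had −1.26 and −0.22, and its 3' UTR holds 1 guide seed match of each siRNA. Mitochondrially encoded genes (13 tested) had a median of −0.004 under siRNA#2, and MT-ND6 had 1.20 and 0.36.

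With the GC trend removed, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 3 genes lower, PRSS23 (adjusted p = 4.2e-05), CDKN1A (0.029, against a range of 0.029 to 1 over all alternatives) and SLC7A8 (0.044, range 0.044 to 1, also called with a mean of at least 50 counts), and 1 higher, TPM4 (0.044, range 0.044 to 0.98). The common dispersion was 0.0743 before and 0.0384 after the trend was removed.

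A hypothesis was that each siRNA lowers mRNAs that match its guide seed. Among 15817 7-base words found in at least 100 of the 3' UTRs, with the GC trend removed, the siRNA#1 guide match had rank 1 from the lowest under siRNA#1, and rank 580 under siRNA#2. The siRNA#2 guide match had rank 2 under siRNA#2 and rank 9763 under siRNA#1. The passenger match of siRNA#2 had rank 271 under siRNA#2, and that of siRNA#1 rank 12065 under siRNA#1. The ranks 1 and 2 are consistent with seed activity of both guides, although rank 580 of the siRNA#1 guide match under siRNA#2 also lies within the lowest 5% of words.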
